A study of Saccharomyces cerevisiae with 6 samples. Its data were reported in "In Vivo Effects of Histone H3 Depletion on Nucleosome Occupancy and Position in Saccharomyces cerevisiae" (2012).

How the data were processed

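Single-end MNase-seq libraries were analysed from the H3 shutoff strain at 0 h (n = 2) and 3 h (n = 2) and from wildtype at 0 h (n = 1) and 3 h (n = 1) after transfer from galactose to dextrose. Groups and replicate numbers came from the sample titles. According to the methods, the authors aligned reads to the sacCer1 build with Bowtie at default settings, extended each read to the average fragment size of its library, removed reads at the ribosomal DNA and drew an equal number of reads per library at random. The deposited intervals are 1 line per extended read, without strand, at 5000001 reads per library on 16 nuclear chromosomes. Their length, the same for all but 223 to 437 reads of a library, was 170 and 172 bp in H3 shutoff at 0 h, 158 and 165 bp at 3 h, and 174 bp in both wildtype libraries. Distinct intervals made up 52.7% and 51.9% of reads in H3 shutoff at 0 h, 59.5% and 64.5% at 3 h, and 47.8% and 46.2% in wildtype at 0 h and 3 h.

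The authors also deposited a list of called nucleosomes per library, made from Gaussian-smoothed read centres (s.d. 10 bp, cut at 3 s.d.) by taking the highest density first and closing one protected length around each call. The lists give whole-number counts of read centres per nucleosome, not normalized, as the authors made them. In those lists the deposited counts within 50 bp of the centre were recounted from the intervals and were identical for at least 99.996% of nucleosomes in every library. A deposited fraction, a conditional position value per nucleosome, is not defined in the files and was not used here. The calling procedure was rewritten, and at least 99.98% of deposited centres were found within 5 bp. Nearly all of its centres lay 1 bp lower than the deposited ones, and 28 to 45 per library lay at the same position. It is needed only for consensus nucleosomes, for calls with one protected length and for simulated data.

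The read-centre density and its autocorrelation (lag 120 to 220 bp, density limited to its 99th percentile) were computed from the intervals. So were the amplitude beside wide gaps between called centres and occupancy in 10 bp bins. Nucleosomes of a pair were matched by mutual best overlap of at least 30 bp, with more than 5 read centres at both times. Occupancy classes came from a binomial test with library totals as the expected split, and position classes from a test of mean read-centre positions with unequal variances. Both were Bonferroni corrected over the nucleosomes compared in that pair, with a corrected p under 0.01 called changed, over 0.2 called unchanged, and others left without a call. Reduced and retained were tested as one-sided alternatives. Consensus nucleosomes (54902) were called on the pool of the 6 libraries with a protected length of 169 bp, and 53684 with a mean of at least 10 read centres were tested on their counts with edgeR (glmQLFit and glmQLFTest, TMM), with DESeq2 as an alternative. Log2 changes per pair used a pseudocount of 1 read.

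The replicate pair was a block, because, per the labels and the methods, each replicate is 1 culture sampled at both times. As a check, the deviations of the H3 shutoff libraries from their group means were correlated between 0 h and 3 h, which gave r = -0.116 over nucleosomes, so libraries of one culture did not deviate together and the block rests on the design alone. Replicates of one group differed by more than the counting error of independent reads: the chi-square over its degrees of freedom was 3.93 at 0 h and 2.11 at 3 h. Reads repeated on identical intervals can raise this value too, so it does not measure differences between cultures alone. Each library was counted as a sample of its own.

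The tests were also run on simulated data, for edgeR after the fits to the real libraries. With negative binomial counts for the 53684 nucleosomes and 200 of them changed, the edgeR test of H3 shutoff recovered 3.00% at a 2-fold and 87.5% at a 4-fold change, and the test of the difference between strains recovered 0% and 16.0%. False calls were at most 6. The simulated counts had the same spread for all nucleosomes, taken from the fit to the real libraries. They therefore do not check false calls where the spread differs between nucleosomes or libraries. For the classes, the reads of H3 shutoff 0 h replicate 1 were dealt at random into 2 sets. With 200 nucleosomes of at least 100 read centres thinned to 0.25 of their reads, 89.5% were called reduced, with 8 false occupancy calls among 49510 nucleosomes. Most nucleosomes are less deep than that, and recovery at lower depth was not simulated. With no change made, 2488 of 49521 nucleosomes (5.02%) were called altered in position when each set had a window of its own, and 0 with a single window. With all reads of a set moved by 60 bp, 65.2% and 28.5% were called altered, respectively.

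Single nucleosomes were named by a rule fixed before the data were examined: the 3 reduced and the 3 retained H3-depletion dependent nucleosomes with the largest mean log2 change, among those with at least 20 read centres at 0 h (reduced) or at 3 h (retained) in both replicates and an edgeR adjusted p under 0.05. The rule also covered runs of 1 kb or more without a read centre in all libraries of one strain. The alternatives tried concerned smoothing, limits on density, identical intervals, bins, pseudocounts, rank correlation, minimum read centres, overlap, thresholds, scaling, the block, the test, the nucleosome set, flanks, distances and leaving out each H3 shutoff replicate. Gene annotation and sequence of the sacCer1 build were not used here, so classes at promoters and genes, and G+C content, were not analysed. Gene expression and paired-end libraries were not analysed here.

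Tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0. Each library holds the same number of reads, with a median of 52.0 to 59.0 read centres per called nucleosome, so the change of one nucleosome in one pair carries a counting error that only large changes exceed.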

Results

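The data are 6 single-end MNase-seq libraries of budding yeast, an assay in which micrococcal nuclease cuts the DNA between nucleosomes and the protected fragments are sequenced, so that the reads show where nucleosomes lay and how often. The H3 shutoff strain (DCB200.1) carries a single histone H3 gene under a galactose-inducible promoter, so that a move to dextrose stops H3 synthesis. Cells of this strain were taken at 0 h and at 3 h after the move (n = 2 libraries at each time), and cells of the wildtype strain (YEF473A) at the same times (n = 1 at each time). The 0 h and the 3 h library of one replicate came from one culture, which gave 2 H3 shutoff pairs and 1 wildtype pair. Each library held 5000001 reads, so the number of reads did not differ between libraries. Distinct intervals did differ, from 46.2% of reads in wildtype at 3 h to 64.5% in H3 shutoff replicate 2 at 3 h. With 1 wildtype pair, wildtype values have no replicate error. Since each holds the same number of reads, a loss of nucleosomes spread evenly over the genome would leave the read counts as they were. No read lay on the ribosomal DNA of chromosome 12, which the authors had removed. Coordinates are of the sacCer1 build. The reads carry no molecular identifiers, so intervals on read shares cover counting error only.

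The first question was whether the regular arrays of nucleosomes persisted as H3 was depleted. The autocorrelation of the smoothed read-centre density had its first maximum at 172 to 175 bp in all 6 libraries. At that maximum it was 0.402 and 0.411 in the H3 shutoff replicates at 0 h. At 3 h it was 0.207 and 0.270 in the same replicates. The change was -0.168 ± 0.0376 (SD, n = 2 pairs), more than 1 SD between replicates. In wildtype the autocorrelation was 0.462 at 0 h and 0.458 at 3 h, a change of -0.00435. With 2 against 2 libraries, a two-sided exact permutation test cannot go below 1 in 3, so no p-value is given. Leaving the density without an upper limit moved the change most, to -0.131.

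The same comparison was made beside wide linkers, on 37621 nucleosomes that flanked a gap of 250 to 600 bp between called centres in wildtype at 0 h. The amplitude of the mean density (maximum minus minimum over mean) was taken in successive windows of 160 bp leading away from the gap. In the first window the amplitude fell from 1.43 to 0.424 in H3 shutoff replicate 1 and from 1.53 to 0.550 in replicate 2. In the second window it fell from 0.693 to 0.113 and from 0.816 to 0.189. In the third window it fell from 0.419 to 0.0863 and from 0.523 to 0.144, a change of -0.356 ± 0.0331 (SD, n = 2 pairs). In the fourth window it fell from 0.233 to 0.0787 and from 0.304 to 0.103. In the fifth window it fell from 0.167 to 0.0777 and from 0.222 to 0.105. In wildtype, the amplitude was 1.96 and 1.94 in the first window and 0.722 and 0.692 in the third, at 0 h and 3 h respectively. The sites were chosen in the wildtype 0 h library, so its amplitude is not compared with that of the other libraries.

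**Figure D1:**
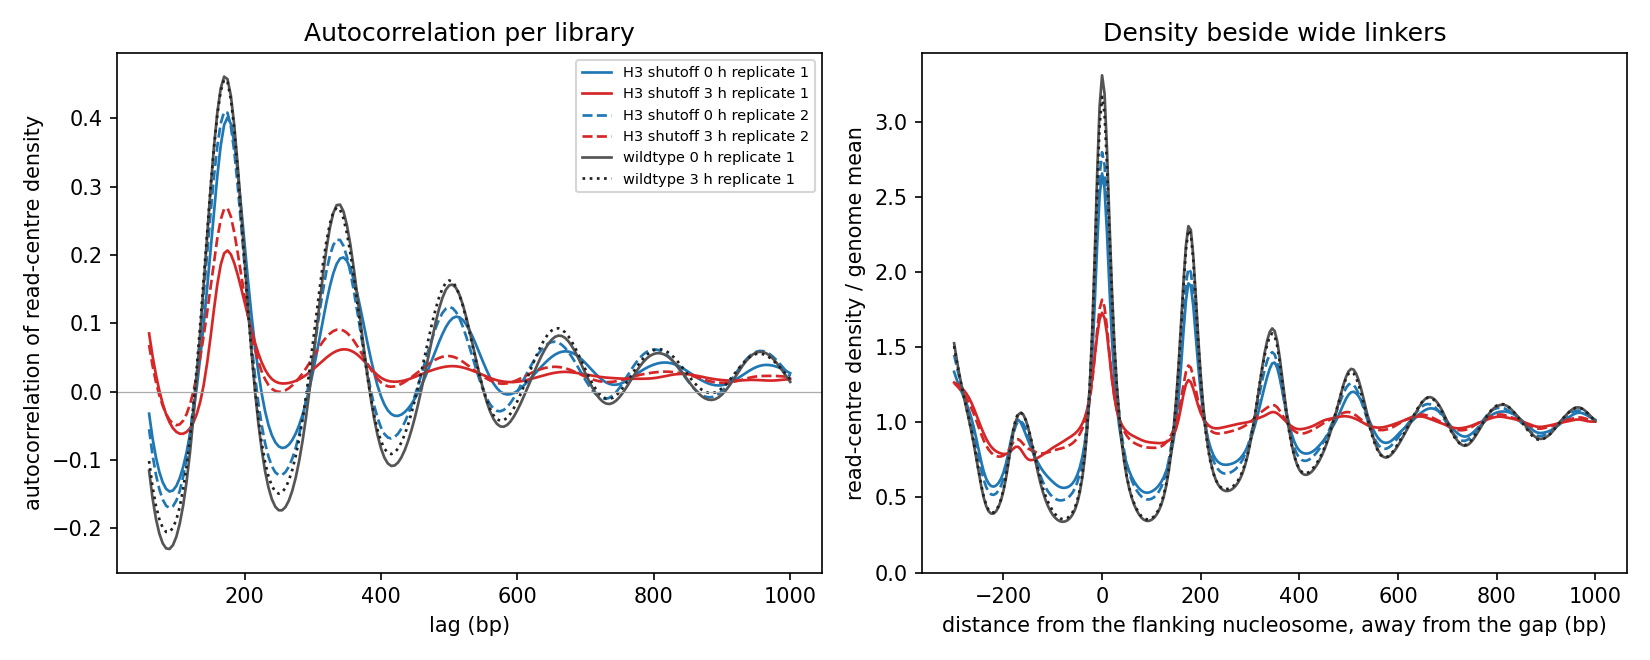
The left panel plots the autocorrelation of read-centre density (y axis, no unit) against the lag in bp for each of the 6 libraries. The right panel plots the mean read-centre density over the genome mean (y axis, no unit). Its x axis is the distance in bp from nucleosomes beside wide gaps between called centres, leading away from the gap. One line is one library: both H3 shutoff 3 h lines have their first autocorrelation maximum at 0.207 and 0.270, under the 4 other libraries.

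Occupancy was next compared between strains over the whole genome, as log2(occupancy + 1 read) in 1204786 bins of 10 bp. Bins are not independent replicates, so r describes these libraries and has no p-value. At 0 h, the wildtype library correlated with H3 shutoff replicate 1 at r = 0.802 and with replicate 2 at r = 0.939. At 3 h the corresponding values were 0.712 and 0.769. The mean r fell from 0.871 ± 0.0966 to 0.741 ± 0.0402 (SD, n = 2), and the change per replicate was -0.130 ± 0.0564. Ranks (Spearman rho) gave the largest change among the alternatives, -0.212. The replicates of H3 shutoff correlated at r = 0.790 at 0 h and at r = 0.883 at 3 h. Both 0 h libraries therefore differed from each other by more than replicate 2 differed from wildtype. The wildtype libraries at 0 h and 3 h correlated at r = 0.900. Within the pairs, 0 h and 3 h correlated at r = 0.733 in H3 shutoff replicate 1 and at r = 0.822 in replicate 2.

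**Figure D2:**
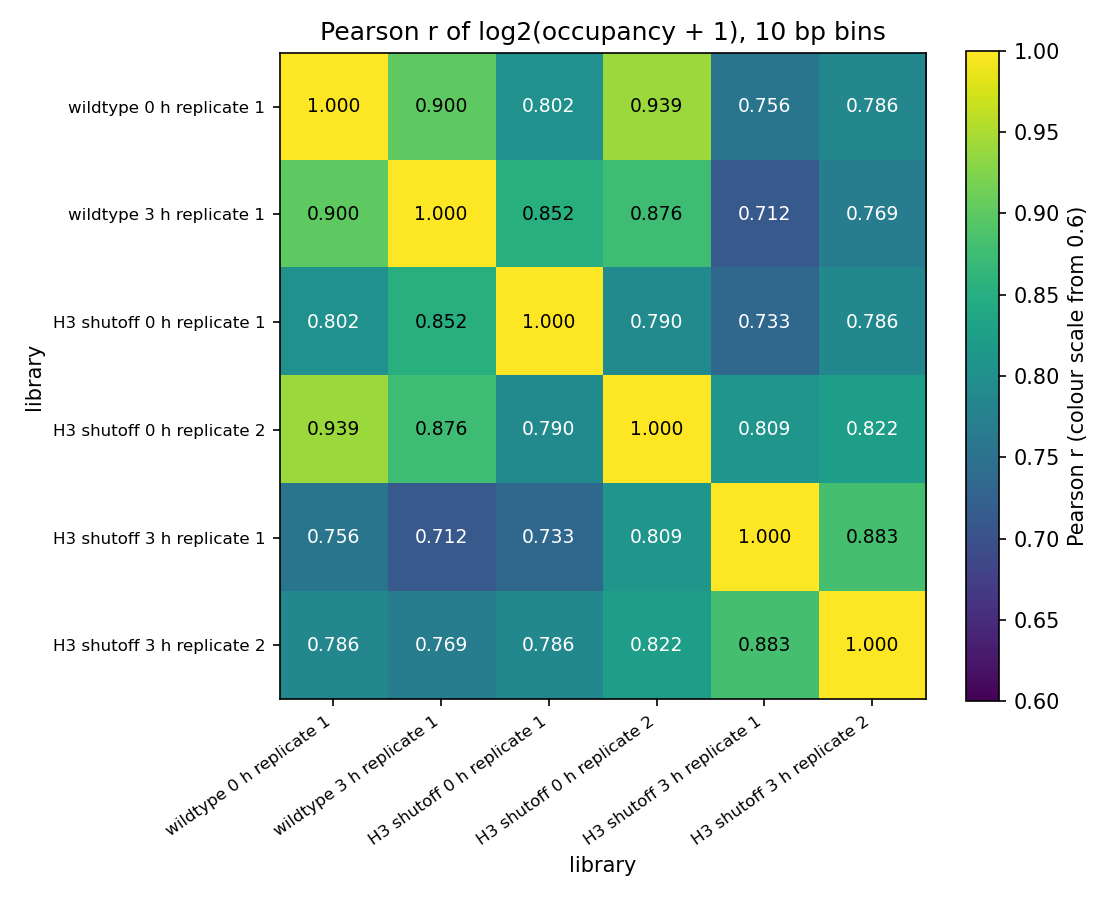
Each cell gives Pearson r between the library of its row and that of its column, across 10 bp bins of log2(occupancy + 1), with a colour scale that starts at 0.6. H3 shutoff 0 h replicate 2 correlated with wildtype 0 h at 0.939, while the H3 shutoff replicates at 0 h correlated at 0.790.

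The authors' lists of called nucleosomes were used to ask how many nucleosomes were detected and how sharply they were placed. Nucleosomes with more than 5 read centres numbered 54276 and 52459 in H3 shutoff at 0 h and 57493 and 55487 at 3 h. The rise was 3122.5 ± 134 (SD, n = 2 pairs), while the number fell by 138 in wildtype, from 51419 to 51281. The direction depended on the protected length used in calling, which was 170 and 172 bp at 0 h and 158 and 165 bp at 3 h in H3 shutoff, and 174 bp in both wildtype libraries. When all libraries were called again with 158 bp, the change in H3 shutoff was -1493.5 ± 483 (SD, n = 2 pairs). With 174 bp the replicates went opposite ways, by -578 and 762, a mean of 92.0 ± 948 (SD, n = 2 pairs). The fuzziness of a nucleosome, the s.d. of the read centres in its protected region, had a median of 36.4 and 35.1 bp in H3 shutoff at 0 h and of 38.1 and 40.04 bp at 3 h. The change was 1.64 bp in replicate 1 and 4.95 bp in replicate 2, a mean of 3.30 ± 2.34 bp (SD, n = 2 pairs), against -0.459 bp in wildtype. Among the alternatives for fuzziness, one protected length of 174 bp for all libraries moved it most, to 5.47 bp. Median fuzziness was 31.0 bp in wildtype at 0 h and 30.5 bp at 3 h.

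Individual nucleosomes were then classified within each pair by the number of read centres within 50 bp of the centre called in each library. A binomial test on the reads of a pair compares those libraries, not the conditions. Of 51066 nucleosomes compared in H3 shutoff replicate 1, 2396 (4.69%) were reduced and 591 (1.16%) were preferentially retained at 3 h. In replicate 2, 1472 (3.00%) of 49044 were reduced and 342 (0.697%) were retained. In wildtype, 174 (0.364%) of 47838 were reduced and 475 (0.993%) were retained. The background was measured by running the same test between replicates of one group. Between the H3 shutoff replicates, 641 (1.29%) were lower and 155 (0.312%) higher in replicate 2 at 0 h, and 128 (0.242%) and 82 (0.155%) at 3 h. Reduced nucleosomes were thus more frequent in both H3 shutoff pairs than either class between replicates. Retained nucleosomes were more frequent than those higher in replicate 2, but less frequent than those lower in replicate 2 at 0 h. Their share in the H3 shutoff pairs lay on both sides of the wildtype share.

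Position was compared on the same nucleosomes with a two-sample test of mean read-centre positions with unequal variances. Altered positions were called for 12485 (24.4%) nucleosomes in H3 shutoff replicate 1, 12536 (25.6%) in replicate 2 and 4908 (10.3%) in wildtype. Between the H3 shutoff replicates, 4970 (10.0%) were called altered at 0 h and 7629 (14.5%) at 3 h. The median distance between called centres at 0 h and 3 h was 12 bp in both H3 shutoff replicates, 4 bp in wildtype, and 4 and 7 bp between the H3 shutoff replicates at 0 h and 3 h. Each time was measured in a window of its own around the called centre, and the share called altered depended on that window, as given with the H3-depletion dependent sets.

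**Figure D3:**
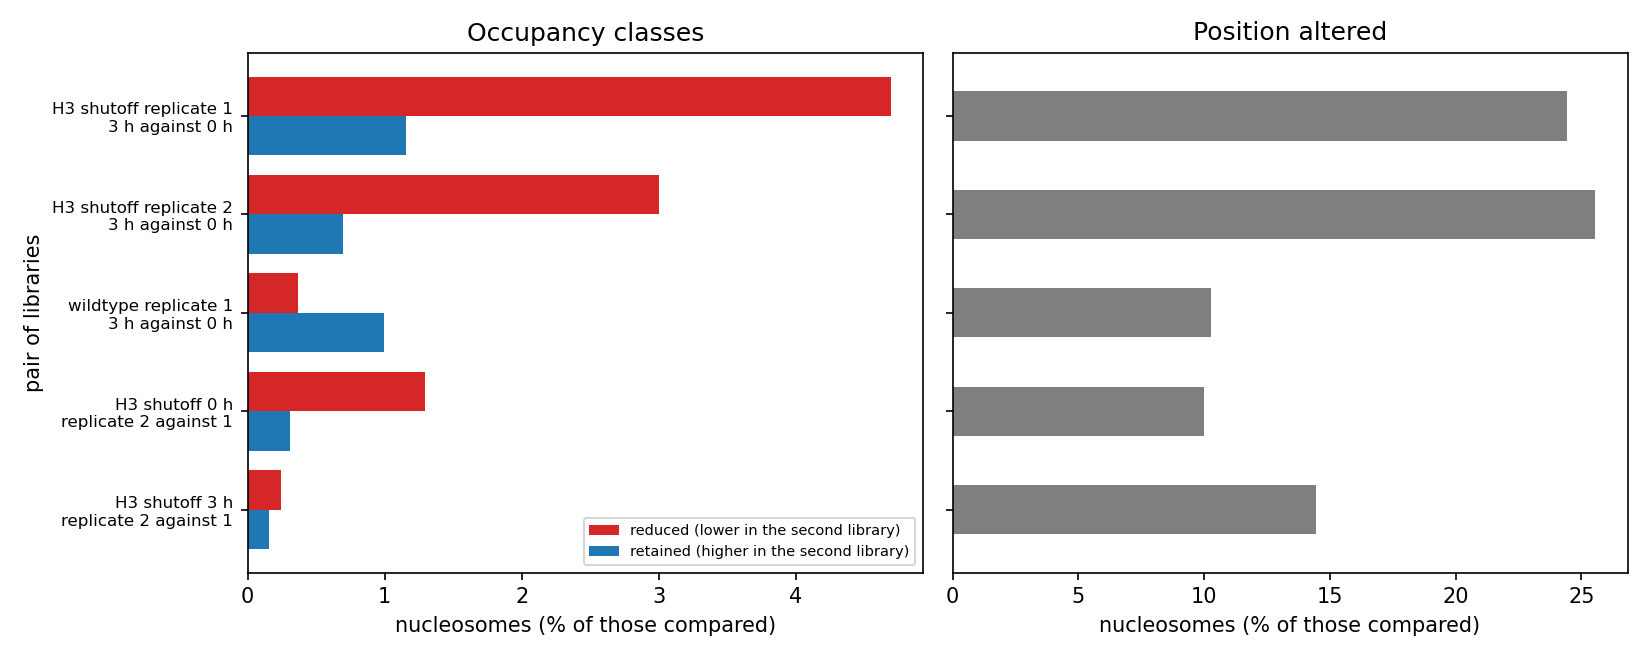
Bars give the percentage of compared nucleosomes (x axis) called reduced or retained in occupancy (left panel) or altered in position (right panel) for each pair of libraries (y axis), and each bar is 1 comparison of 2 libraries. Reduced nucleosomes made up 4.69% and 3.00% in the H3 shutoff pairs and 1.29% between the H3 shutoff replicates at 0 h, and altered positions made up 24.4% and 25.6% in those pairs and 10.0% between those replicates.

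Nucleosomes classified alike in both H3 shutoff replicates, and not so in wildtype, form the H3-depletion dependent sets. Of 45534 nucleosomes matched between the replicates, 525 were reduced in both, where independent classes would give 69.8, and 34 were retained in both, where independent classes would give 3.69. Opposite classes were found for 20. Removing those reduced or retained in wildtype left 519 reduced and 33 retained nucleosomes, of which 4 and 4 had no matched nucleosome in wildtype. Altered positions were shared by 5181, where independent classes would give 2709. These expected numbers treat all nucleosomes as equally easy to call, although deep ones are easier to call in both replicates. Removing those altered in wildtype left 4570, of which 461 had no matched nucleosome in wildtype. With a single window for both times, chosen after seeing the data, the altered set held 224 nucleosomes. With TMM-scaled totals as the expected split, 185 nucleosomes were reduced and 77 retained, so the balance between the sets depended on the scaling. With at most 1 read per identical interval, a count that a window of fixed width saturates, both occupancy sets held 0 nucleosomes. In number of nucleosomes, the sets moved most with an H3 shutoff replicate left out, when the reduced set held 1443 or 2383 nucleosomes, the retained set 320 or 584, and the altered set 10790 or 11196. Of the 552 nucleosomes reduced or retained, 30 (5.43%) were also altered in position, 24 (4.62%) of the 519 reduced and 6 (18.2%) of the 33 retained.

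Among the reduced nucleosomes, the largest change was on chromosome 13 from position 5016 to 5185, where read centres went from 373 to 101 in replicate 1 and from 347 to 8 in replicate 2. Its mean log2 change was -3.57 ± 2.40 (SD, n = 2). The edgeR estimate at the consensus nucleosome there was smaller, -1.07 (adjusted p = 0.0349). For all nucleosomes named here, read centres were counted around the centre called at each time, which may differ between 0 h and 3 h. The edgeR estimate used the same window for all libraries. Part of the larger change, such as the fall to 8, may therefore reflect a called centre that moved. On chromosome 2, from 160066 to 160235, read centres went from 199 to 34 and from 198 to 53, a mean log2 change of -2.20 ± 0.45 (SD, n = 2; edgeR adjusted p = 7.4e-06). On chromosome 4, from 1075085 to 1075254, they went from 344 to 69 and from 314 to 88, a mean log2 change of -2.06 ± 0.34 (SD, n = 2; edgeR adjusted p = 0.000123), while in wildtype they rose from 293 to 450. Among the retained nucleosomes, that on chromosome 4 from 44728 to 44897 went from 17 to 114 and from 35 to 95, a mean log2 change of 2.05 ± 0.89 (SD, n = 2; edgeR adjusted p = 2.7e-06). A second on chromosome 4, from 1321807 to 1321976, went from 36 to 97 and from 26 to 122, a mean log2 change of 1.80 ± 0.55 (SD, n = 2; edgeR adjusted p = 7.4e-06), and had no matched nucleosome in wildtype. The third, on chromosome 12 from 507002 to 507171, went from 28 to 114 and from 33 to 101, a mean log2 change of 1.79 ± 0.28 (SD, n = 2; edgeR adjusted p = 0.000317), with 36 and 33 read centres in wildtype. The nucleosomes were selected on both the size of the change and the edgeR adjusted p, so both are likely to be overstated. These adjusted p come from the fit with the replicate pair as a block, which left 1 residual degree of freedom. Without the block 0 nucleosomes passed, and DESeq2 called 1. No gene annotation of the sacCer1 build was used here, so the genes at these positions are not given.

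The change was also tested across replicates, on 53684 consensus nucleosomes called on the pool of all libraries, with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. With the replicate pair as a block, 1587 nucleosomes were lower and 1463 higher at 3 h in H3 shutoff at an adjusted p under 0.05. The pairs come from the cultures, and libraries of one pair did not deviate together from their group means (r = -0.116 across nucleosomes). This fit left 1 residual degree of freedom and took one trend of the spread for all nucleosomes. Without the block, 0 nucleosomes passed, the smallest adjusted p was 0.0510, and 12593 had an unadjusted p under 0.05. With library totals in place of TMM, 3630 were lower and 589 higher, since this scaling moved the median log2 change by -0.18. The share of read centres in consensus windows fell from 67.7% to 57.3% in H3 shutoff replicate 1 and from 68.9% to 58.2% in replicate 2, and was 72.4% and 73.3% in wildtype at 0 h and 3 h. The difference between strains in the change passed for 82 nucleosomes, 44 lower and 38 higher in H3 shutoff (6807 at an unadjusted p under 0.05), and rests on 1 wildtype pair. This count was 0 without the block and 0 with library totals, where 7501 and 7342 nucleosomes had an unadjusted p under 0.05. Wildtype had 1 library at each time, so the spread in this fit came from the H3 shutoff libraries and no count is given for the wildtype change.

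Whether the change repeated was read from its correlation across the consensus nucleosomes, which are not independent replicates. The log2 change of H3 shutoff replicate 1 correlated with that of replicate 2 at r = 0.352. It correlated with that of wildtype at r = -0.195, while the change of replicate 2 correlated with that of wildtype at r = 0.206. The s.d. of the log2 change over nucleosomes was 0.71 and 0.68 in the H3 shutoff pairs and 0.55 in the wildtype pair. Among alternatives, ranks gave the largest correlation between the replicates, 0.408.

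The next question was whether shifts had a direction. Of 5181 nucleosomes altered in both H3 shutoff replicates, 3801 (73.4%) moved the same way in both, with an exact binomial 95% interval of 72.1% to 74.6%. Directions at random would give 50%. Nucleosomes called altered where nothing had moved were not used to measure direction. The share to be found without movement is therefore unknown and may not be 50%. The interval treats nucleosomes as independent. With a single window for both times, which moved this share most, 221 of 232 (95.3%) moved the same way. The occupancy of the flanks, 100 to 600 bp away, was then compared, with the direction taken from the other replicate. Over 5178 nucleosomes the log2 change was higher on the side moved to than on the other side by a median of 0.037 (two-sided sign-flip permutation test over nucleosomes, 100000 resamples, p = 1e-05, the smallest they can give). It was lower on the side moved to at 45.9% of these nucleosomes. The median was 0.084 in replicate 1 and 0.026 in replicate 2, and -0.041 in wildtype, at 3799 of them. The median over flanks of 150 to 300 bp was 0.13, the largest among the alternatives. The flanks of the main comparison began 100 bp away, and the median shift of the altered nucleosomes was 59.6 bp. Reads of the shifted nucleosome itself may therefore enter the flank on the side moved to, so the difference may restate the shift in part.

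Along the chromosomes, the median log2 change in H3 shutoff of 2681 nucleosomes within 20 kb of a chromosome end, minus that of all others, was -0.084. It was -0.11 in replicate 1 and -0.040 in replicate 2 (SD between replicates 0.052), and 0.023 in wildtype. Within 10 kb of the ends the difference was -0.0096, and it was positive in each replicate taken alone (0.016 and 0.010). The share of reads per chromosome relative to wildtype 0 h lay between 0.954 and 1.03 in the 5 other libraries. The lowest ratios were those of chromosome 6 in H3 shutoff at 3 h, 0.956 and 0.954. Chromosome 6 held 2.37% of reads (exact binomial 95% interval 2.36% to 2.38%) in H3 shutoff replicate 1 at 0 h and 2.26% (2.25% to 2.28%) at 3 h. In replicate 2 it held 2.39% (2.38% to 2.40%) at 0 h and 2.26% (2.25% to 2.27%) at 3 h. No library had a chromosome gained or lost as a whole at this depth.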

Values the study reported

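The study reported that approximately 25% of nucleosomes with reduced or retained occupancy also changed position.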

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

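The tests of fuzziness, of the share of read centres in windows and of chromosome ends were chosen only after the result was seen, as were the use of settings planned beforehand to weigh explanations for the difference between strains, the use of one protected length for all libraries and the stricter level applied to distinct intervals. Each result below stands out because both H3 shutoff replicates moved one way and the single wildtype pair moved the other way, or because the difference itself was tested. Except where a test is named, the difference between strains was not tested, since wildtype has 1 pair.

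The difference between strains in the change passed for 82 nucleosomes in the edgeR test, 44 lower and 38 higher in H3 shutoff (6807 at an unadjusted p under 0.05). Unequal scaling of libraries was weighed by using library totals, which left 0 nucleosomes (7342 at an unadjusted p under 0.05), with prior degrees of freedom of 38.8 where they were infinite before, while DESeq2 size factors in edgeR left 42 lower and 38 higher. Reads stacked on identical intervals were weighed by keeping at most 1 read per identical interval, which left 0 nucleosomes (2743 at an unadjusted p under 0.05). That setting limits how many read centres a window can hold, which fixes its outcome in part. The number at an unadjusted p under 0.05 rose under library totals, so their 0 does not show that scaling made the calls. The count was also 0 without the block (7501 at an unadjusted p under 0.05) and under DESeq2 (585), so a loss of calls is not specific to either explanation, and these cannot be told apart from H3 depletion with 1 wildtype pair.

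The number of nucleosomes with more than 5 read centres rose by 3122.5 in H3 shutoff and fell by 138 in wildtype. A shorter protected length in the caller may account for the rise: with one protected length for all libraries the larger of the mean changes was 92.0 ± 948 (SD, n = 2; -578 in replicate 1 and 762 in replicate 2), and the other was -1493.5 ± 483. What stays open is why the protected length itself was shorter at 3 h, since single-end reads do not give the length of each fragment.

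Median fuzziness rose by 3.30 bp in H3 shutoff (1.64 bp in replicate 1 and 4.95 bp in replicate 2) and changed by -0.459 bp in wildtype. The protected length of each library could change this value, because the s.d. is taken within the protected region. With one length for all libraries the mean rise was 4.84 ± 1.07 bp with the shortest and 5.47 ± 1.39 bp with the longest (SD, n = 2). With the s.d. taken from read centres within 50 bp it was smaller, 2.36 ± 0.19 bp (SD, n = 2). A rise in each of these settings argues against the protected length as its whole cause, although the size depends on the window. A difference in digestion between 0 h and 3 h goes with the groups, was not tested and stays open beside H3 depletion.

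The share of read centres in consensus windows changed by -10.5 percentage points in H3 shutoff and by 0.953 in wildtype. If this were due to windows called on a pool of libraries, windows called on each library would not show it. They did, with -5.95 ± 1.23 percentage points (SD, n = 2), although this is smaller. More windows were called at 3 h than at 0 h, 58050 against 54748 in replicate 1 and 55897 against 53278 in replicate 2. More windows can raise the share, so the smaller fall does not show whether the pool accounts for a part. Digestion level and H3 depletion stay open.

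The percentage of reads that are distinct intervals rose by 9.73 points in H3 shutoff and changed by -1.58 in wildtype. A flatter read-centre density would raise it at equal depth. Relative to the number expected from the smoothed density, distinct intervals still changed by a mean of 9.08%, against 18.7% for the number itself. This ratio rose by 4.19% in replicate 1 and 13.97% in replicate 2, against 12.9% and 24.4% for the number. The rule written beforehand asked only for a smaller change, which both replicates show. Under the stricter level, set after these values were seen, the ratio had to change by less than 50% of the number in each replicate, and replicate 2 did not meet it. A flatter density may account for part of the rise. The remainder cannot be told apart from fewer amplification duplicates at 3 h, as the reads carry no molecular identifiers.

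The median log2 change near chromosome ends was -0.084 in H3 shutoff and 0.023 in wildtype relative to the other nucleosomes. It may rest on a minority of the chromosome ends, because 12 of the 32 ends were lower than the rest of their chromosome in both replicates and 9 were higher in both. Taken alone, replicate 1 had 18 lower ends and replicate 2 had 17, so the minority depends on asking for both replicates. The level for a majority, 24 ends, was set after the counts of each replicate had been seen. Reads shared between the repeated sequences of chromosome ends were not tested.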

How the results depend on the processing

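The alternatives were chosen before the data were examined, except one protected length for all libraries, a single window for both times and the crossed replicate block, which were chosen after seeing the data. Across all alternatives, 45 values stayed within their limits, 41 moved and 1 reversed. The cause was not tested for any of these unless stated.

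The number of called nucleosomes reversed with the shortest protected length (-1493.5), and was 92.0 with the longest (-578 and 762 in the replicates); only the length was changed, and a rise stayed in replicate 2 with the longest. With at least 20 read centres the rise was 3850.5. The fall in autocorrelation, the rise in fuzziness and the positive flank difference kept their direction under all alternatives run for them. The fall in amplitude was -0.316 with sites from wildtype 3 h. The change of correlation with wildtype was -0.212 as Spearman rho. The change near chromosome ends was -0.0096 within 10 kb, and was -0.11 to -0.040 when either H3 shutoff replicate was left out.

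Among the H3-depletion dependent sets, with at most 1 read per identical interval, 0 were reduced, 0 retained and 2318 altered in position; such counts cannot exceed 1 per base of the window, which limits them by construction. With TMM-scaled library totals, 185 were reduced and 77 retained. At a corrected p under 0.001, 19 were retained. With one window for both times, 224 were altered. With either H3 shutoff replicate left out, 1443 to 2383 were reduced, 320 to 584 retained and 10790 to 11196 altered, because 1 replicate sets no second condition. The share of shifts in one direction was 77.8% at an overlap of at least 73 bp and 95.3% with one window for both times. The correlation of the change between replicates was 0.388 with a mean of at least 50 read centres and 0.408 as Spearman rho; it has no replicates, and a change of over 10% was counted as moved.

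For the replicate pairs, no replicate block gave 0 lower and 0 higher nucleosomes in H3 shutoff and 0 and 0 for the difference between strains (12593 and 7501 at an unadjusted p under 0.05). The prior degrees of freedom were infinite with the block and 10.7 without it, and the cause of the loss was not tested. The crossed replicate block gave 2317 lower and 1848 higher, and 0 and 0 for the difference between strains (9144 at an unadjusted p under 0.05). DESeq2 gave 1 lower and 0 higher in H3 shutoff (2138 at an unadjusted p under 0.05). It gave 0 and 0 for the difference (585). Library totals gave 3630 lower and 589 higher, and 0 and 0 for the difference (7342). At most 1 read per identical interval gave 1 lower and 28 higher, and 0 and 0 for the difference (2743). Nucleosomes as deposited for wildtype 0 h gave 944 higher and 1285 lower. Of the nucleosomes called with the block, 3041 were called again with DESeq2 size factors in edgeR and 2176 with library totals. Leaving out an H3 shutoff replicate leaves no residual degree of freedom, so those fits were not run. Classes at promoters and genes and G+C content were not run. Shares of reads on nuclear chromosomes were identical, as no other sequence was present.

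At this depth the edgeR test of H3 shutoff recovered 3.00% of simulated 2-fold changes and 87.5% of 4-fold changes. The counts above depend on the model, so simulated recovery does not make them a lower limit.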

Other observations

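The tests of a swapped library, of the difference shared with wildtype and of exchanged 0 h libraries were chosen only after the result was seen, as were the single window for both times, the third window of the arrays and the use of direction and overlap to judge chance extremes.

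The percentage of reduced or retained nucleosomes also altered in position was 5.43% (4.62% of the reduced and 18.2% of the retained). That is lower than the value quoted from the study above. The values are not like for like: the study also used paired-end H3 shutoff replicates and did not ask for the same class in every replicate.

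Most altered positions may reflect windows of different length and place at 0 h and 3 h. When both times were measured in one window, the H3-depletion dependent altered set held 224 nucleosomes, against 4570. In 2 random sets of reads from one library, where nothing had moved, 5.02% of nucleosomes were called altered with a window per set and 0 with a single window. The single window is less sensitive. When all reads were moved by 20, 40 or 60 bp, it called 3.83%, 17.4% and 28.5% of nucleosomes, against 11.9%, 39.9% and 65.2%. Lower sensitivity may therefore account for part of the fall from 4570 to 224. The 95.3% of shifts in the same direction in the smaller set, against 73.4% in the larger one, may reflect fewer false calls. The direction of false calls was not measured. Shifts after H3 depletion stay open as an explanation for the nucleosomes left.

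The reduced and retained nucleosomes were weighed against 3 technical explanations. Differences between libraries of one group gave 1.60% of nucleosomes called changed between the H3 shutoff replicates at 0 h, against 5.85% and 3.70% between 3 h and 0 h, which argues against them as the whole cause. The share between H3 shutoff replicate 1 and wildtype at 0 h was larger, 2.20%. Chance extremes of 1 replicate would leave no change in the other. Nucleosomes reduced in replicate 1 had a median log2 change of -0.51 in replicate 2 relative to all nucleosomes, and those retained 0.65, in the same direction at 82.8% and 87.1% of them. The smaller ratio of the sizes in replicate 2 over replicate 1 was 0.400. The level set beforehand to exclude chance extremes was 0.5, and neither ratio (0.454 for reduced, 0.400 for retained) reached it, so part of the size may be chance. Chance extremes as the whole cause are argued against by the direction. Overlap was larger than for independent classes too, with 525 nucleosomes reduced in both against 69.8. That expected number takes no account of depth, which makes the same nucleosomes easier to call in both replicates, so the overlap alone does not decide. Read centres spreading out of the window would leave little change within 150 bp, where the median was -0.294, so spreading may account for part of the reduction and not for all of it. In wildtype the same reduced nucleosomes changed by 0.23. Digestion level, which goes with the groups, and H3 depletion stay open.

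The loss of array amplitude was not even. An even background of reads outside nucleosomes would lower all windows by one ratio. The 3 h over 0 h ratio was 0.297 and 0.358 in the first window, 0.164 and 0.231 in the second, 0.206 and 0.274 in the third, 0.338 and 0.340 in the fourth and 0.464 and 0.473 in the fifth. The third minus the first was -0.0876 ± 0.00498 (SD, n = 2), which argues against an even background alone. The test had named only a far window, and the third was taken after all amplitudes had been seen. The fifth minus the first went the other way, 0.141 ± 0.0368 (SD, n = 2), which an even background does not predict either. The relative loss therefore did not deepen steadily with distance from the gap between called centres. Digestion level and H3 depletion stay open.

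H3 shutoff 0 h replicate 1 was unlike replicate 2. A swap with a wildtype library is argued against by a stretch of chromosome 4, from 461796 to 462306 (511 bp), that held no read centre in either wildtype library and 232, 218, 291 and 290 in the H3 shutoff libraries, with 232 in this one. That stretch lies outside the rule for named items and was chosen after its values were seen; the rule itself returned 2 runs, empty in wildtype, with at most 4 read centres in any H3 shutoff library. A swap with an H3 shutoff 3 h library is argued against by its autocorrelation of 0.402, next to 0.411 in the other 0 h library and above 0.207 and 0.270. The log2 ratio of the H3 shutoff 0 h libraries, replicate 1 over 2, correlated at r = 0.359 across nucleosomes with wildtype 3 h over 0 h, with no library in common. The same ratio at 3 h correlated at r = -0.132. A difference in growth or in preparation may be shared by H3 shutoff 0 h replicate 1 and wildtype 3 h, but these cannot be told apart, because the labels give no batch. Sequence composition was not analysed here.

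This bears on the opposite relation of the H3 shutoff replicates to the wildtype change, r = -0.195 and 0.206. With the 0 h libraries exchanged, 3 h replicate 1 over 0 h replicate 2 correlated with the wildtype change at r = 0.118, and 3 h replicate 2 over 0 h replicate 1 at r = -0.129. The sign went with the 0 h library. These ratios combine the same 4 libraries as the r = 0.359 that prompted the test. The exchange treats both 0 h libraries alike, so by itself it cannot tell which of them is the source. In genome-wide occupancy, 0 h replicate 1 correlated less than 0 h replicate 2 with wildtype at 0 h (0.802 against 0.939) and 3 h (0.852 against 0.876). The same held with H3 shutoff 3 h replicate 1 (0.733 against 0.809) and replicate 2 (0.786 against 0.822). Against wildtype at 0 h, 2.20% of nucleosomes were called changed for replicate 1 and 0.170% for replicate 2. Replicate 1 was thus the less typical 0 h library, but these values do not test the sign.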
